# RAG1 deficiency durably alters dermal group 2 innate lymphoid cells and modifies contact hypersensitivity

**DOI:** 10.3389/fimmu.2026.1859649

**Published:** 2026-07-20

**Authors:** Mohamed M. Saleh, Kexin Liao, Andrea Braun, Gabriela Salinas, Michael P. Schön, Prasad Dasari, Timo Buhl

**Keywords:** contact hypersensitivity, cutaneous immunity, dermal group 2 innate lymphoid cells, IL-7 receptor, innate lymphoid cells, RAG1 deficiency, skin inflammation

## Abstract

**Introduction:**

Dermal group 2 innate lymphoid cells (dILC2s) contribute to skin homeostasis and inflammatory responses, yet they are frequently studied in Rag1-deficient mice in which the dILC2 compartment may itself be altered.

**Methods:**

We compared dILC2s from wild-type (WT) and Rag1-deficient mice by transcriptomic profiling, flow cytometric phenotyping, and functional analysis in a DNFB-induced contact hypersensitivity model with short-term adoptive lymphocyte transfer.

**Results:**

Rag1 deficiency was associated with a marked expansion of dILC2s and broad transcriptional remodeling, including increased expression of Il7r, Thy1, Il5, and Il13, together with enrichment of cytokine signaling, apoptosis, and activation pathways. *In vivo*, Rag1-deficient mice showed attenuated ear swelling after DNFB challenge and, in contrast to WT mice, failed to expand their absolute dILC2 abundance during inflammation. Short-term adoptive transfer of sensitized WT lymphocytes modestly modified dILC2 dynamics but did not restore the WT inflammatory phenotype. At the cellular level, Rag1-deficient dILC2s displayed a predominantly CD44hi phenotype, increased basal apoptosis, elevated caspase-3/7 activity, and increased BrdU incorporation.

**Discussion:**

Together, these findings show that Rag1 deficiency durably alters dILC2 state and responsiveness and should be taken into account when interpreting cutaneous inflammation models in immunodeficient mice.

## Introduction

Innate lymphoid cells (ILCs) reside in barrier tissues such as lung, gut, and skin, where they act as rapid sentinels to environmental stimuli. ILCs belong to the innate immune system, but functionally, they mirror the effector programs of adaptive lymphocytes (1, 2). Among them, group 2 ILCs (ILC2s) express GATA3 and ICOS and secrete type-2 cytokines, thereby contributing to tissue homeostasis, helminth defense, and allergic inflammation (1, 3). They rapidly produce cytokines such as IL-4, IL-5, and IL-13 in response to epithelial cell-derived signals (e.g., IL-33, TSLP, IL-25), which drive eosinophil recruitment, mast cell modulation and barrier integrity (4–6). ILC2s exhibit marked tissue specificity, and dermal ILC2s (dILC2s) form a distinct population characterized by high expression of the skin-homing receptor CD103 (integrin αE) (5, 7) and elevated IL-25R and KLRG1 expression relative to pulmonary ILC2s (8). Moreover, environmental cues may drive substantial ILC2 plasticity, enabling transitions across functional states and even other types of ILCs (3, 9). For instance, in the lung, natural and inflammatory ILC2 subsets (nILC2s and iILC2s, respectively) can be distinguished by CD44 and CD90 expression (10). Whether analogous phenotypes exist in the dILC2s remains unclear.

Skin ILC2s differ between mice and humans in abundance, phenotype, and tissue regulation. In mice, dermal ILC2s are abundant, constitutively produce IL-13, interact with mast cells, and depend on IL-7 for their maintenance (5). Human skin ILC2s appear more heterogeneous and are shaped by the local tissue environment, including microbiome and neuroimmune signals (3, 8).

dILC2s have been implicated in several inflammatory skin diseases, including psoriasis, atopic dermatitis, and contact hypersensitivity (CHS) (4, 6, 11–13) but their function appears to be context dependent. For instance, depletion of dILC2s exacerbates CHS inflammation suggesting a regulatory function (6), whereas in MC903-induced atopic dermatitis dILC2s amplify inflammation (14). These divergent findings underscore that dILC2 function is shaped by the local cytokine milieu and tissue state. Previous analyses of dILC2 involvement in CHS have primarily relied on TNCB-based models. The classical hapten DNFB, which induces a robust CHS response, has remained incompletely investigated in the context of dILC2 biology.

Studying dILC2s *in vivo* is technically challenging due to their low abundance. Rag1-deficient (*Rag1*^-^/^-^*)* mice, which lack mature T and B cells, exhibit a 2-3-fold increase in dILC2 numbers (5, 14), and therefore serve as a common model for ILC2 research. RAG1 is essential for V(D)J recombination, but accumulating evidence shows additional roles in genome stability and cellular fitness (14–16). Intriguingly, a subset of ILC2s expresses RAG1 during development, and loss of RAG activity has been linked to altered fitness and functional properties in innate lymphocyte populations (14, 16). Recent work demonstrated that developmental RAG1 acts as an immunological suppressor in dILC2s and that its absence results in a “hyperactivated phenotype” with enhanced skin inflammation in MC903-induced dermatitis (14). However, these studies compared RAG1-expressing and RAG1-naïve dILC2s within wild-type (WT) mice. The transcriptional and functional consequences of complete Rag1 deficiency for dILC2s in skin inflammation remain incompletely defined.

Therefore, an important unresolved aspect in cutaneous immunology is whether dILC2s from *Rag1^-^/^-^* mice differ from WT dILC2s in their transcriptional profile and differentiation, and how such differences influence cutaneous inflammatory responses. This issue is particularly relevant because *Rag1^-^/^-^* mice are widely used to interrogate ILC2 function, yet the absence of adaptive lymphocytes may alter the ILC2 compartment through durable changes in the host environment and loss of cellular crosstalk. Understanding how RAG1 deficiency affects dILC2 biology is essential for accurate interpretation of studies relying on *Rag1^-^/^-^* models.

In this study, we provide a skin-focused analysis of how Rag1 deficiency reshapes the dILC2 compartment under homeostatic and inflammatory conditions and how these changes relate to interactions with adaptive immune cells.

## Methods

### Mice

Female C57BL/6 mice were reared under specific pathogen-free conditions at the University of Göttingen Animal Facility. C57BL/6 WT, *Rag1*^-^/^-^, *Myd88*^-^/^-^, *Tlr3*^-^/^-^, and *Myd88xTlr3*^-^/^-^ mice were obtained from The Jackson Laboratory, Bar Harbor, ME. All mice used were 8–13 weeks old. All animal experiments were conducted in accordance with institutional and national regulations for animal welfare and were approved by the responsible local authorities.

### Contact hypersensitivity

Contact hypersensitivity (CHS) was induced as described previously (22). Briefly, mice were shaved on the back and sensitized on days 0 and 1 by topical application of 20 µl of 0.5% 1-chloro-2,4-dinitrobenzene (DNFB; Sigma Aldrich, Munich, Germany) dissolved in 4:1 acetone/olive oil (vehicle). On day 5, the right ear of the mice was challenged with 20 µl of 0.25% DNFB, while the left ear received 20 µl of vehicle only. After 24 hours DNFB-induced ear inflammation was assessed by measuring ear thickness in three different ear locations and averaging the results, using a thickness gauge C220T (Kroeplin, Schlüchtern, Germany). Mice were anesthetized with isoflurane (induction at 3–4%, maintenance at 1.5–2% in oxygen) and euthanized by CO_2_ inhalation followed by cervical dislocation. All procedures were performed in accordance with institutional and national animal welfare regulations.

### Adoptive transfer of lymphocytes

WT mice were shaved on the back and sensitized on day 0 and day 1 by DNFB. After five days, for adoptive transfer experiments, single-cell suspensions from auricular, cervical and inguinal lymph nodes of WT mice were prepared, and 2 × 10 (7) total lymphocytes were intravenously injected into *Rag1^-^/^-^* recipient mice. Cell viability was assessed before transfer by trypan blue exclusion. 24 hours later, control mice and adoptively-transferred mice were challenged with DNFB on the ears. Ear swellings and cellular infiltration were assessed 24 hours after challenge.

### Tissue processing and flow cytometry

Mouse ears were removed 24 hours after DNFB challenge, and the dorsal and ventral sides of the ear were separated. The ear tissue was minced into small pieces and digested with Liberase (Roche Diagnostics, Mannheim, Germany) and 0.1% DNase I (Roche Diagnostics, Mannheim, Germany) in 500 µl RPMI medium (Lonza, Verviers, Belgium) for 90 minutes at 37 °C. Released cells were filtered through a 50 µm filter (BD, Heidelberg, Germany) to obtain single-cell suspensions. Cells were counted and transferred to FACS tubes. After Fc-receptor blocking with TruStain fcX™ (BioLegend), the cells were stained with the following fluorochrome-conjugated antibodies: CD2 (RM2-5), CD3 (145-2C11), CD3 (17A2), CD11b (M1/70), CD25 (eBioPC.615), CD45 (30-F11), CD86 (GL-1), CD90 (53-2.1), CD103 (2E7), CD127 (SB/199); all from BioLegend, except of CD11b and CD25 (eBioScience) for 30 minutes at 4 °C. For negative controls, we prepared corresponding fluorescence-minus-one (FMO) probes for each fluorochrome and a single and unstained probe. Viability was determined with Zombie NIR (BioLegend). After washing, cells were analyzed using BD FACS Canto II (BD, Heidelberg, Germany). The gating strategy was designed to identify dILC2s within viable CD45^+^CD90hi cells while excluding CD2/CD3 signal-positive populations; FMO controls were used to define gating thresholds. Because CD2 and CD3 were acquired in a shared fluorescence channel in these experiments, CD2/CD3 signal-positive populations could not be further separated into CD2^+^ and CD3^+^ subsets.

### Annexin V staining, caspase 3/7 measurement, and BrdU assays

For Annexin V measurement, sensitization and challenge were performed as described above. This time, cells were harvested after 2 hours DNFB challenge, to detect early apoptotic events. The cells were then stained with Annexin V Staining Kit (BioLegend, Koblenz, Germany) following manufacturer’s instruction.

For detection of caspase 3/7 cleavage products, we used the Caspase 3/7 Staining Kit (ThermoFisher, Darmstadt, Germany). Sensitization, challenge and ear tissue preparation were performed as described above.

To determine dILC2 proliferation, 2 mg of BrdU were injected intraperitoneally at the time of DNFB challenge. After 24 hours, ear single-cell suspensions were prepared as described above and stained with BrdU Staining Kit according to the manufacturer’s protocol (BD, Heidelberg, Germany).

### *Ex vivo* stimulation

For *ex vivo* stimulation, ear tissue was processed into single-cell suspensions as described above. Cells were resuspended in complete RPMI medium and stimulated with phorbol 12-myristate 13-acetate (PMA; 50 ng/mL; Sigma-Aldrich) and ionomycin (1 µg/mL; Sigma-Aldrich). Samples were incubated for 6–16 hours at 37 °C in a humidified CO_2_ incubator. After incubation, cells were washed and prepared for flow cytometric analysis.

### RNA sequencing

RNA sequencing was performed on sorted dermal ILC2 isolated from pooled mice. For WT samples, cells from 30 mice were pooled into three independent biological replicates, each consisting of cells from 10 mice. For *Rag1^-^/^-^* samples, cells from 18 mice were pooled into two independent biological replicates, each consisting of cells from 9 mice, to obtain sufficient cell numbers for downstream analyses. Libraries were prepared using standard poly(A)-enrichment protocols and sequenced on an Illumina platform. Differential gene expression analysis was conducted using DESeq2 with genotype as the primary factor in the design formula. Quality control included principal component analysis and inspection of sample clustering. 

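In a principal component analysis of log2 CPM of the 500 most variable genes, the first component held 73.4% of the variance and the second 17.2%. On the first component the WT libraries had scores of -32.4, -21.6 and -20.6 (pools 5, 6 and 13). *Rag1*-/- pool 2 had a score of 74.2 and *Rag1*-/- pool 7 a score of 0.335. The distance of *Rag1*-/- pool 7 to the nearest WT library was 20.9, shorter than its distance of 73.8 to *Rag1*-/- pool 2, so that the *Rag1*-/- libraries did not form a cluster of their own. Over all genes kept by the filter the first component held 60.6% of the variance.

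**Figure D1:**
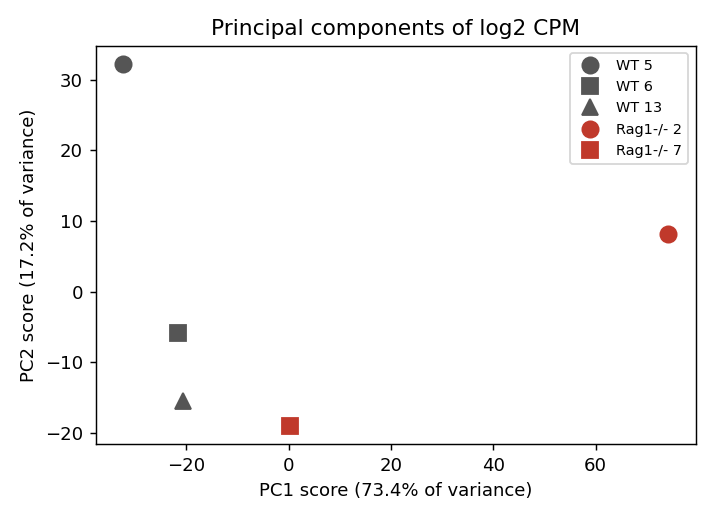
Scores of the 5 libraries on the first principal component (x axis) and the second (y axis), with WT pools in grey and *Rag1*-/- pools in red. *Rag1*-/- pool 2 sits apart at 74.2 on the first component, and *Rag1*-/- pool 7 at 0.335 sits nearer the WT pools.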

Subsequently, reads were counted for each gene using the Mus musculus reference genome (GRCm38) and annotation file Mus_musculus.GRCm38.84.gtf with featureCounts (v1.5.0-p1) (26). Read counts were analyzed in the R/Bioconductor environment using DESeq2 (27). Differentially expressed genes were defined *post hoc* using an absolute log2 fold-change >1 and an FDR-adjusted p-value <0.05. Gene annotation was performed using the Mus musculus dataset in biomaRt R package (28). Functional enrichment analyses were performed using the clusterProfiler R package, including Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, as well as Gene Set Enrichment Analysis (GSEA) based on ranked gene lists (29, 30). For GSEA, all detected genes were ranked by log2 fold-change without prior filtering. Heatmaps were generated using the ComplexHeatmap R package to visualize enrichment and expression patterns (31). All analyses were conducted in R using curated GO and KEGG databases (32, 33).

### Statistical analysis

Statistical significance between two independent groups was assessed using either unpaired *t*-tests or Welch’s t-tests, as indicated in the respective figure legends. Paired two-tailed t-tests were used for comparisons of vehicle- and DNFB-treated ears from the same mice. For multiple comparisons, significance was determined by one-way ANOVA followed by a Dunnett’s multiple correction. For experiments involving two independent variables (genotype and treatment), two-way ANOVA followed by appropriate multiple-comparison correction was applied. A p-value of ≤ 0.05 was considered statistically significant. Statistical tests performed in each experiment are depicted in figure legends. *p≤ 0.05; **p≤ 0.01; ***p≤ 0.001 and ****p≤ 0.0001. Statistical analyses were conducted with GraphPad Prism version 10.3.

### Ethics statement

All animal experiments were approved by the responsible local authorities and conducted in accordance with institutional guidelines and national regulations for animal welfare. Mice were housed under specific pathogen–free conditions, and all procedures were performed to minimize animal suffering.

### Data availability

RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO; accession number: GSE317014). All other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

## Results

### Rag1 deficiency expands and transcriptionally remodels dermal group 2 innate lymphoid cells

To compare dermal ILC2 abundance across selected innate signaling-deficient strains and *Rag1^-^/^-^* mice, we first quantified dILC2s using a validated gating strategy (**Figure 1A**). We found that *Myd88*^-^/^-^, *Tlr3*^-^/^-^, and *Myd88xTlr3*^-^/^-^ mice exhibited dILC2 numbers comparable to WT controls (**Figure 1B**). In contrast, *Rag1^-^/^-^* mice showed a marked increase in total dILC2 numbers (3813 ± 416 vs. 1646 ± 286 cells per ear; p ≤ 0.0001) and a disproportionately expanded dILC2 fraction within the CD45^+^CD90^hi^ compartment (**Figures 1C, D**). Despite numerical expansion, expression of canonical dILC2 markers, including GATA3 and ICOS, remained unchanged between genotypes (**Supplementary Figure 1**), suggesting that steady-state differentiation is preserved.

**Figure 1:**
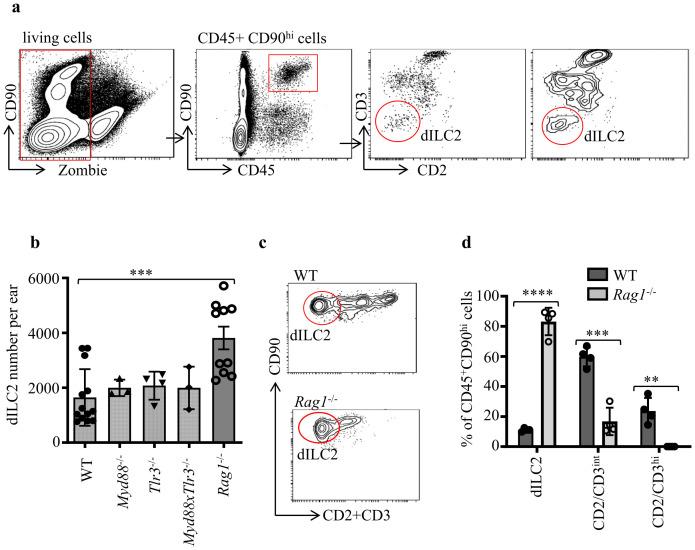
*Rag1*^-^/^-^ mice exhibit increased dILC2 numbers relative to C57BL/6 WT, *Myd88*^-^/^-^, *Tlr3*^-^/^-^, and *Myd88xTlr3*^-^/^-^ mice. **(A)** Exemplary gating strategy for identification of dermal ILC2s within viable CD45+CD90hi ear skin cells in WT/BL6 mice. The two right-most panels show the same CD2/CD3 versus CD90 gate as a conventional dot plot and as a density/contour plot, respectively. **(B)** Total dILC2 numbers of ear-skin of different mouse strains (C57BL/6 WT, *Rag1*^-^/^-^, *Myd88*^-^/^-^, *Tlr3*^-^/^-^, and *Myd88xTlr3*^-^/^-^), quantified by flow cytometry. Cell numbers were derived from dILC2/200k counted cells and extrapolated to the whole ear. **(C)** Representative plots of WT (upper panel) and *Rag1^-^/^-^* (lower panel) ear skin CD45^+^CD90^hi^ cells showing dILC2s and the indicated CD2/CD3 signal-defined populations. **(D)** Percentage of dILC2s and the indicated CD2/CD3 signal-defined populations among CD45+CD90^hi^ cells in WT and *Rag1^-^/^-^* mice. Panel **(B)** shows mean ± SEM of n=3 (*Myd88*^-^/^-^, and *Myd88xTlr3*^-^/^-^), n=4 (*Tlr3*^-^/^-^), n=10 (*Rag1*^-^/^-^) or n=13 (WT) mice per group, pooled from 1–3 independent experiments (including cell culture and CHS experiments). Panel **(D)** shows mean ± SEM of n=5 mice per group from one experiment. For Panel **(B)** statistics, one-way ANOVA followed by a Dunnett’s multiple correction were used. For Panel **(D)** statistics, multiple unpaired *t-*tests separately for each row were used.

To determine whether RAG1 deficiency affects dILC2 identity beyond cell abundance, we performed RNA sequencing of sorted dILC2s. 

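The deposited data held 5 RNA-seq libraries, 3 from WT pools and 2 from *Rag1*-/- pools. By the paper each WT pool held cells of 10 mice and each *Rag1*-/- pool cells of 9 mice, 18 mice in all, whereas the deposited labels gave 16 *Rag1*-/- mice. The labels also describe the *Rag1*-/- libraries as type 3 and the WT libraries as type 2 innate lymphoid cells, whereas the paper describes dILC2s for both. The authors aligned the reads to the mouse genome GRCm38, counted them on 47729 genes and deposited the counts per gene without normalization. The WT libraries held 38796193, 39477243 and 32939428 counts on genes (pools 5, 6 and 13). The *Rag1*-/- libraries held 8050562 (pool 2) and 38922750 counts (pool 7), so that *Rag1*-/- pool 2 was the shallowest library, and the smallest level its depth can show (3 counts) was 0.373 CPM, counts scaled to the size of the library, against 0.0771 CPM in pool 7. From the deposited counts, genes with low counts were removed with edgeR's filterByExpr, the libraries were scaled with its TMM method, and genotypes were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called at the paper's thresholds. With 3 libraries against 2, an exact permutation test of a single gene has 10 splits and cannot reach the 0.05 level, so that the tests rest on the spread shared across genes.

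The targeted gene was examined first. *Rag1* (chromosome 2 of GRCm38, 101638282 to 101649501) had 4, 0 and 5 counts in the WT libraries and 5 and 48 counts in the libraries labelled *Rag1*-/-, pools 2 and 7. Its log2 fold change was 3.53 (standard error 1.03, adjusted p = 0.0865 from edgeR's quasi-likelihood test), so that *Rag1* transcripts were not lower in the libraries labelled *Rag1*-/-. The WT counts were close to the smallest level the depth can show (3 counts), so that a loss could not have been seen. Whether the transcripts counted are intact was not tested, so these counts do not decide the genotype. *Rag1* passed as higher without the filter on low counts (3.47, adjusted p = 0.014, edgeR). It also passed with DESeq2 on the whole numbers behind the deposited signal (3.45, adjusted p = 0.0279), a setting added after the data were seen. The other settings that gave it an adjusted p-value did not call it. The genotypes below are those of the labels, and the cell type is that of the paper. The share of counts on keratin genes was 3.16% ± 0.687 (SD, n = 3) in the WT libraries and 1.08% ± 0.788 (SD, n = 2) in the libraries labelled *Rag1*-/-. The share on a list of 38 genes expressed by all leukocytes was 0.266% ± 0.103 (SD, n = 3) and 0.974% ± 0.102 (SD, n = 2), without overlap between the groups.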

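Of 19011 genes tested between WT and *Rag1*-/- dILC2s, 1090 had an adjusted p-value under 0.05 with an absolute log2 fold change above 1 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The smallest adjusted p-value was 0.0306. In all 1090 genes the WT and *Rag1*-/- libraries did not overlap. Over all genes tested, 8656 (45.5%) had groups that did not overlap, where chance gives 20% for 3 libraries against 2. With DESeq2, the tool the paper used, 2453 genes passed the same thresholds, and 1065 of them were among the 1090. Scaling the libraries on the leukocyte genes moved the number most, to 13193 genes, since it shifted the log2 fold change of all genes by a median of -2.08. With any WT library left out, no gene passed, and between 3521 and 3874 genes had an unadjusted p-value under 0.05.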

Differential expression analysis identified 2,503 significantly regulated genes, indicating extensive transcriptional remodeling (**Figures 2A, B**). Many ILC2-associated genes (*Il5, Il13, Il2ra, Il4ra*) were upregulated in *Rag1^-^/^-^* cells (**Figures 2C, D**). 

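*Il5* (chromosome 11 of GRCm38, 53720794 to 53725106) had 20.4 ± 11.6 CPM in WT (SD, n = 3) and 141 ± 72.9 CPM in *Rag1*-/- dILC2s (SD, n = 2). Its log2 fold change was 2.79 (standard error 0.54, adjusted p = 0.036 from edgeR's quasi-likelihood test). The neighbouring *Il13* (53631324 to 53634702) had 30.3 ± 13.8 CPM in WT (SD, n = 3) and 156 ± 23.4 CPM in *Rag1*-/- dILC2s (SD, n = 2), a log2 fold change of 2.36 (standard error 0.41, adjusted p = 0.0309 from the same edgeR test). *Il4ra* (chromosome 7, 125552120 to 125579474) rose by a log2 fold change of 1.2 (standard error 0.25, adjusted p = 0.0401, edgeR). *Il2ra* (chromosome 2, 11642807 to 11693193) rose by 2.11 (standard error 0.50, adjusted p = 0.0533, edgeR), which did not pass the threshold, and it passed with DESeq2 (adjusted p = 0.000566). In each of these genes both *Rag1*-/- libraries were higher than every WT library. Of the 17 genes of Figure 2C that were tested, all had a positive log2 fold change, with a median of 2.03, and 8 passed the threshold. All 7 cytokine genes of Figure 2D were positive with a median of 2.21, and 5 passed. The legend of Figure 2 states that the most significantly regulated genes are drawn, a choice that favours a shared direction. A list of 20 ILC2 marker genes rose as well, with 18 positive and a median of 1.775 (adjusted p = 5.76e-07, limma's camera). Its overlap with the figure was not examined, so that the list cannot show whether the shared direction holds apart from the genes drawn. The list fell short with the fry test, which compares it with no change (adjusted p = 0.171).

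The list of genes expressed by all leukocytes rose as well. All 37 of its genes that were tested had a positive log2 fold change, with a median of 1.93 (adjusted p = 4.74e-18, limma's camera over 18 lists), and 24 passed the threshold. *Ptprc*, which encodes CD45, had a log2 fold change of 1.63 (standard error 0.51, adjusted p = 0.103, edgeR), and it passed with DESeq2 (adjusted p = 0.0121). Scaled on this list, the log2 fold changes were 0.93 for *Il5* (adjusted p = 0.173), 0.49 for *Il13* (adjusted p = 0.475), 0.31 for *Il2ra* (adjusted p = 0.664) and -0.80 for *Il4ra* (adjusted p = 0.267, edgeR for each), so that none passed. This scaling lowers all genes, and *Il4ra* fell below 0 with it.

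**Figure D2:**
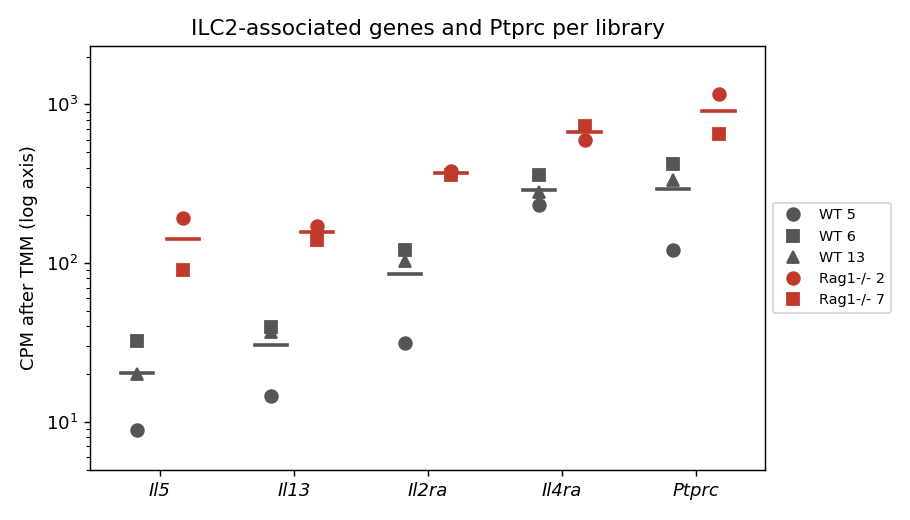
CPM after TMM scaling on a log axis for 4 ILC2-associated genes and *Ptprc*, with a point for each library (WT in grey, *Rag1*-/- in red) and lines at the group means. The *Rag1*-/- libraries sit above all WT libraries in each gene, *Ptprc* included.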

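The genes drawn in the heat maps of these gene sets were examined in the deposited counts, and the enrichment over Gene Ontology and KEGG terms was not recomputed. The paper drew the most significantly regulated genes of each set in the same libraries, so that their direction was largely fixed by this choice and is no separate evidence for a set. Of the 36 genes of the JAK/STAT set (Figure 2G), all had a positive log2 fold change in *Rag1*-/- dILC2s, with a median of 1.79, and 27 passed the threshold. *Jak3* (chromosome 8 of GRCm38, 71676296 to 71690575) was among them, with a log2 fold change of 2.03 (standard error 0.28, adjusted p = 0.0306 from edgeR's quasi-likelihood test) that became -0.01 after scaling on the leukocyte genes (adjusted p = 0.985). All 33 genes of the Th17 set (Figure 2H) were positive with a median of 1.94, and 26 passed. The 7 genes of the ILC activation set (Figure 2J) had a median of 2.79, and 4 passed. After scaling on the leukocyte genes, 2 genes of the JAK/STAT set, 4 of the Th17 set and none of the ILC activation set passed as higher, and the median of the JAK/STAT set was -0.06. The 168 tested genes whose deposited description names a cytokine, a chemokine or a receptor of these were a set chosen after the values were seen. Of them, 34 were higher in *Rag1*-/- dILC2s, which is 20.2% against 3.57% of all genes tested (Fisher's exact test, one-sided, p = 1.32e-16). The test takes genes as independent replicates, which they are not. After scaling on the leukocyte genes, 4 of the set were higher (2.38% against 0.0842% of all genes tested) and 82 were lower (48.8% against 69.3%).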

Pathway analyses revealed enrichment of cytokine signaling, proliferation, JAK/STAT and PI3K/Akt pathways, as well as IL-17–related programs, apoptosis and ILC activation (**Figures 2E–J**), consistent with altered activation thresholds and increased plasticity. Canonical IL-7 and IL-23 signaling pathways were enriched (**Figures 2K, L**).

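Of the 14 genes of the IL-23 set (Figure 2K), 9 were higher and 3 lower in *Rag1*-/- dILC2s past the threshold, with a median log2 fold change of 1.9 over the set. Of the 25 genes of the IL-7 set (Figure 2L), 13 were higher and 5 lower, with a median of 1.22. These genes too were drawn for their regulation in the same libraries. After scaling on the leukocyte genes, 3 genes of the IL-23 set passed as higher and 3 as lower, 1 gene of the IL-7 set passed as higher and 10 as lower, and the median of the IL-7 set became -0.77. From the enrichment of the pathways of Figures 2E–J, the paper proposes that activation thresholds are altered and plasticity is increased in *Rag1*-/- dILC2s.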

**Figure 2:**
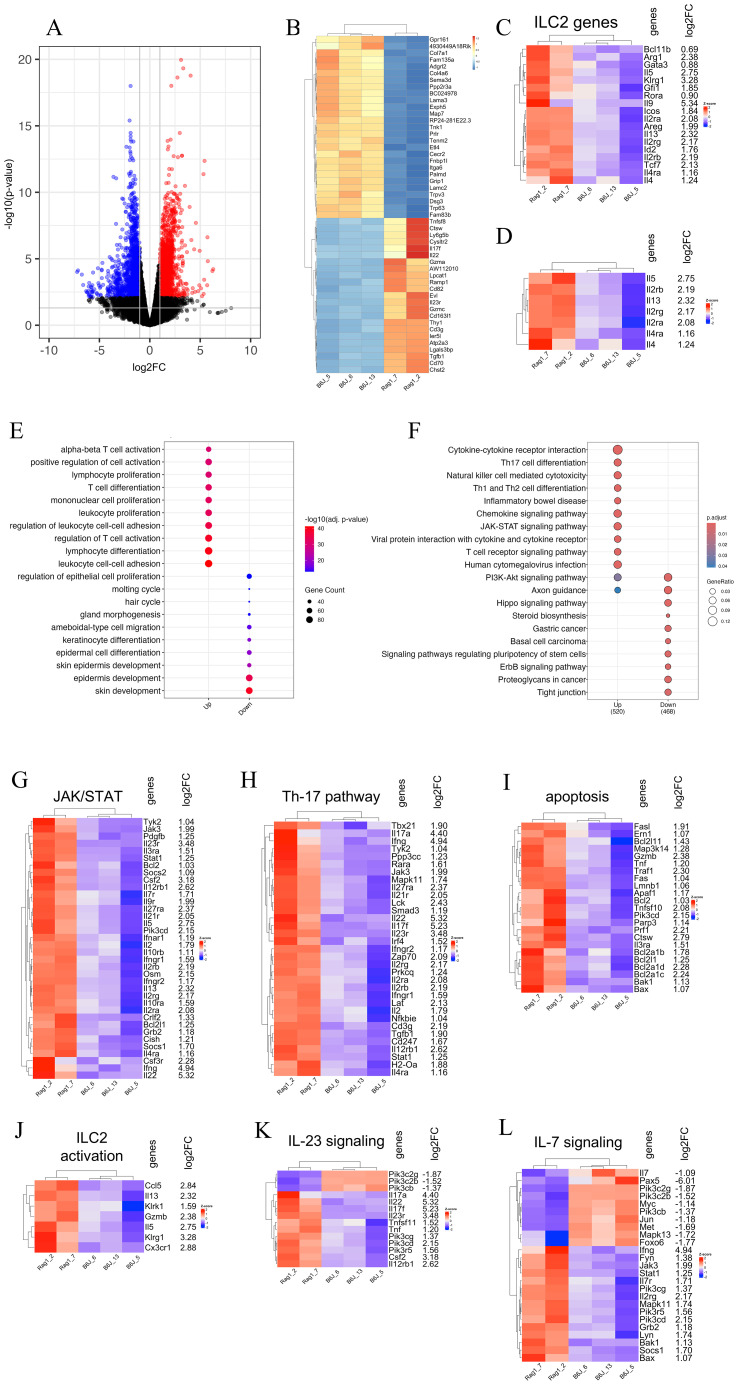
*Rag1*^-^/^-^ dILC2 show an altered gene expression profile compared to WT dILC2. **(A)** Volcano plot of differential gene expression in dILC2s between WT and *Rag1*^-^/^-^ mice. The volcano plot displays significantly upregulated genes in *Rag1*^-^/^-^ ILC2s in red, downregulated genes in blue, and non-significant genes in black compared to WT ILC2s. Significance was defined as an adjusted *p*-value < 0.05 and log_2_ fold change > 1. **(B)** Heat map of top 50 differentially regulated genes in dILC2s from WT and *Rag1*^-^/^-^ mice. **(C)** Heat map of ILC2-associated gene set and **(D)** ILC2-related cytokine gene set. **(E)** Bubble plot represents top ten enriched up and down regulated biological processes and **(F)** KEGG pathways for upregulated and downregulated genes, ranked by adjusted *p*-value. Heat map of enriched gene sets of **(G)** JAK/Stat signalling pathway, **(H)** Th-17 signalling, **(I)** apoptosis pathway, **(J)** ILC activation, **(K)** IL-23 signalling, and **(L)** IL-7 signalling. Only the most significantly regulated genes/pathways are shown for clarity.

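All 50 genes of Figure 2B were past the threshold in the deposited counts and in the direction drawn, 23 higher and 27 lower in *Rag1*-/- dILC2s, with no overlap between the libraries of the genotypes. Since the paper picked them from the same libraries as its top genes, this shows that the deposited counts give the figure and no more. Their median log2 fold change was 2.78 for the higher genes and -1.87 for the lower genes. Among all genes, the smallest p-value belonged to *Il23r* (chromosome 6 of GRCm38, 67422932 to 67491855), with 1.27 ± 0.116 CPM in WT (SD, n = 3) and 14.8 ± 2.99 CPM in *Rag1*-/- dILC2s (SD, n = 2) and a log2 fold change of 3.53 (standard error 0.30, adjusted p = 0.0306 from edgeR's quasi-likelihood test). The next genes higher in *Rag1*-/- dILC2s were *Ier5l*, *AW112010* and *Cd70*, with log2 fold changes of 2.17, 2.78 and 3.13. The first among the lower genes were *Tnk1*, *Dsg3*, *Prlr*, *BC024978* and *Col4a6*, with log2 fold changes from -1.97 to -1.8. *Dsg3*, which encodes a desmosomal cadherin, had 330 ± 22.1 CPM in WT (SD, n = 3) and 90.3 ± 4.99 CPM in *Rag1*-/- dILC2s (SD, n = 2). After scaling on the leukocyte genes, 4 of the 23 higher genes passed.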

Given the prominent upregulation of *Il7r* and *Thy1*, we validated protein expression by flow cytometry. 

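*Thy1* (chromosome 9 of GRCm38, 44043384 to 44048579) had 262 ± 43.1 CPM in WT (SD, n = 3) and 973 ± 8.73 CPM in *Rag1*-/- dILC2s (SD, n = 2), a log2 fold change of 1.89 (standard error 0.22, adjusted p = 0.0306 from edgeR's quasi-likelihood test). *Il7r* (chromosome 15, 9506161 to 9529876) had 160 ± 81.95 CPM in WT (SD, n = 3) and 539 ± 174 CPM in *Rag1*-/- dILC2s (SD, n = 2), with every *Rag1*-/- library above every WT library. Its log2 fold change of 1.75 did not pass the threshold (standard error 0.48, adjusted p = 0.0746, edgeR), and it passed with DESeq2 (adjusted p = 0.0039). Scaled on the leukocyte genes, the log2 fold changes were -0.14 for *Thy1* (adjusted p = 0.847) and -0.10 for *Il7r* (adjusted p = 0.893, edgeR for both).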

*Rag1*^-^/^-^ dILC2s displayed significantly higher IL-7Rα and Thy1 levels compared with WT dILC2s (**Supplementary Figure 2**), whereas other transcriptionally elevated markers, such as ICOS or cytokines, showed no corresponding steady-state protein differences (**Supplementary Figure 1**). 

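*Icos* (chromosome 1 of GRCm38, 60977927 to 61000320) had 24.5 ± 12.6 CPM in WT (SD, n = 3) and 89.8 ± 1.86 CPM in *Rag1*-/- dILC2s (SD, n = 2). Its log2 fold change of 1.88 was just short of the threshold (standard error 0.43, adjusted p = 0.0509 from edgeR's quasi-likelihood test) and past it with DESeq2 (adjusted p = 0.000962). *Gata3* (chromosome 2, 9857078 to 9890034) had a log2 fold change of 0.92 (standard error 0.29, adjusted p = 0.0998, edgeR). With DESeq2 its adjusted p-value was 0.0336, but its log2 fold change of 0.877 was under the threshold of 1. Relative to the leukocyte genes, *Icos* was not past the threshold (log2 fold change 0.03, adjusted p = 0.963, edgeR) and *Gata3* was lower without passing the threshold (-1.1, adjusted p = 0.132, edgeR).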

Collectively, these results demonstrate that RAG1 deficiency selectively expands the dILC2 compartment while inducing broad transcriptional alteration that affects key pathways of survival, activation, and lineage flexibility.

### Rag1-deficient mice show attenuated DNFB-induced contact hypersensitivity and aberrant dILC2 dynamics

Given the extensive transcriptional alteration observed in *Rag1*^-^/^-^ dILC2s, we next examined their functional responses *in vivo* using a DNFB-induced CHS model (**Figure 3A**). Twenty-four hours after challenge, WT mice developed robust ear swelling, whereas *Rag1*^-^/^-^ mice displayed significantly reduced inflammation (8.6 ± 0.5 vs. 5.0 ± 0.64 × 10^-^² mm; p = 0.0003) (**Figure 3B**). We then assessed dILC2 numbers in challenged and vehicle-treated ears. In WT mice, DNFB treatment induced a strong increase in dILC2 abundance compared with vehicle controls (512 ± 56 vs. 307 ± 27; p = 0.0186). Strikingly, the opposite pattern was observed in Rag1^-^/^-^ mice: dILC2 numbers decreased following DNFB challenge (442 ± 48 vs. 654 ± 53; p = 0.0058) (**Figure 3C**). To further contextualize these divergent dynamics within the altered lymphoid compartment of *Rag1^-^/^-^* mice, we additionally quantified dILC2s as a fraction of CD45^+^CD90hi cells. In WT mice, DNFB challenge did not significantly change the relative dILC2 fraction within this compartment, whereas *Rag1^-^/^-^* mice displayed a markedly higher dILC2 fraction at baseline that further increased after DNFB challenge (**Figure 3D**). Thus, the altered dILC2 response in *Rag1^-^/^-^* mice was evident both in cell counts and in the relative composition of the CD45^+^CD90hi compartment.

**Figure 3:**
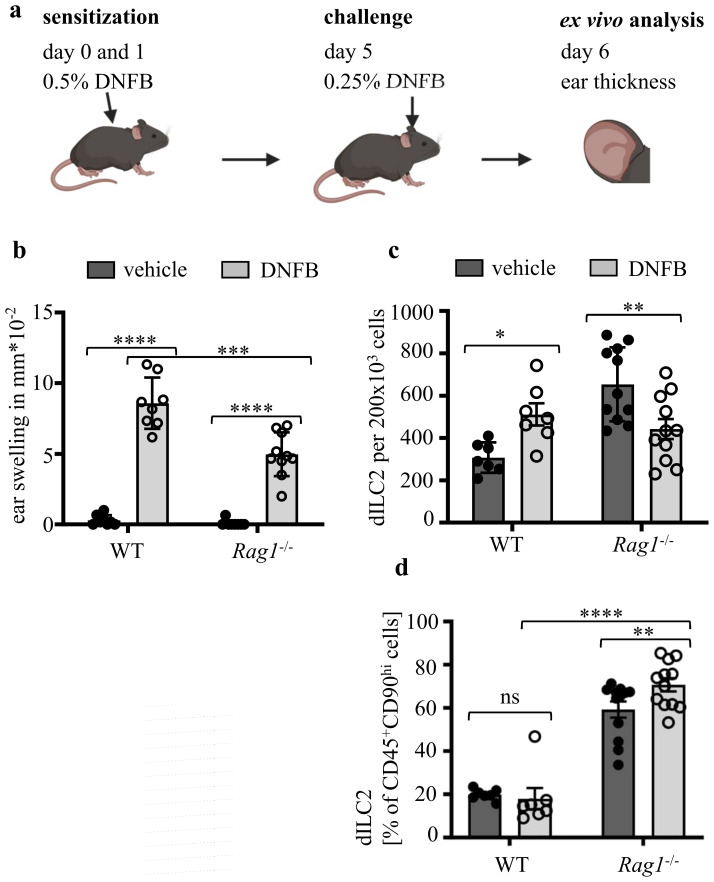
*Rag1^-^/^-^* mice show attenuated DNFB-induced contact hypersensitivity and altered dermal ILC2 dynamics. **(A)** Schematic representation of study design of CHS induction with DNFB, created with BioRender. Mice were sensitized with DNFB (0.5%) on days 0 and 1. On day 5, mouse ears were challenged with either DNFB (0.25%) or vehicle control. After 24h (day 6), DNFB-induced ear inflammation was determined by measuring the ear thickness. **(B)** Ear thickness in vehicle and DNFB-treated ears in WT and *Rag1*^-^/^-^ mice. **(C)** Number of dILC2 in DNFB and vehicle treated ears of WT and *Rag1*^-^/^-^ mice, per 200,000 measured cells. **(D)** Frequency of dILC2s among CD45^+^CD90hi cells in vehicle- and DNFB-treated ears of WT and *Rag1^-^/^-^* mice. Panels **(B–D)** show mean ± SEM of n=7 (WT) or n=11 (*Rag1*^-^/^-^) mice, respectively, of > 3 independent experiments. For vehicle-versus-DNFB comparisons within the same genotype, paired two-tailed t-tests were used. For comparisons between genotypes, unpaired two-tailed t-tests were used.

### Short-term adoptive lymphocyte transfer modifies CD45^+^CD90hi compartment dynamics without restoring WT-like inflammation in Rag1-deficient mice

We therefore explored whether short-term adoptive transfer (AT) of sensitized WT lymphocytes could modify these altered dILC2 dynamics during the elicitation phase. We performed AT of lymph node cells from DNFB-sensitized WT donors into naïve *Rag1*^-^/^-^ recipients (**Figure 4A**). Control *Rag1*^-^/^-^ mice received PBS. Following DNFB challenge, ear swelling remained comparable between AT and PBS groups (**Figure 4B**), indicating that short-term adoptive lymphocyte transfer does not restore the inflammatory response to WT levels. As expected, PBS-treated *Rag1*^-^/^-^ mice exhibited ear swelling consistent with the known irritant component of DNFB.

**Figure 4:**
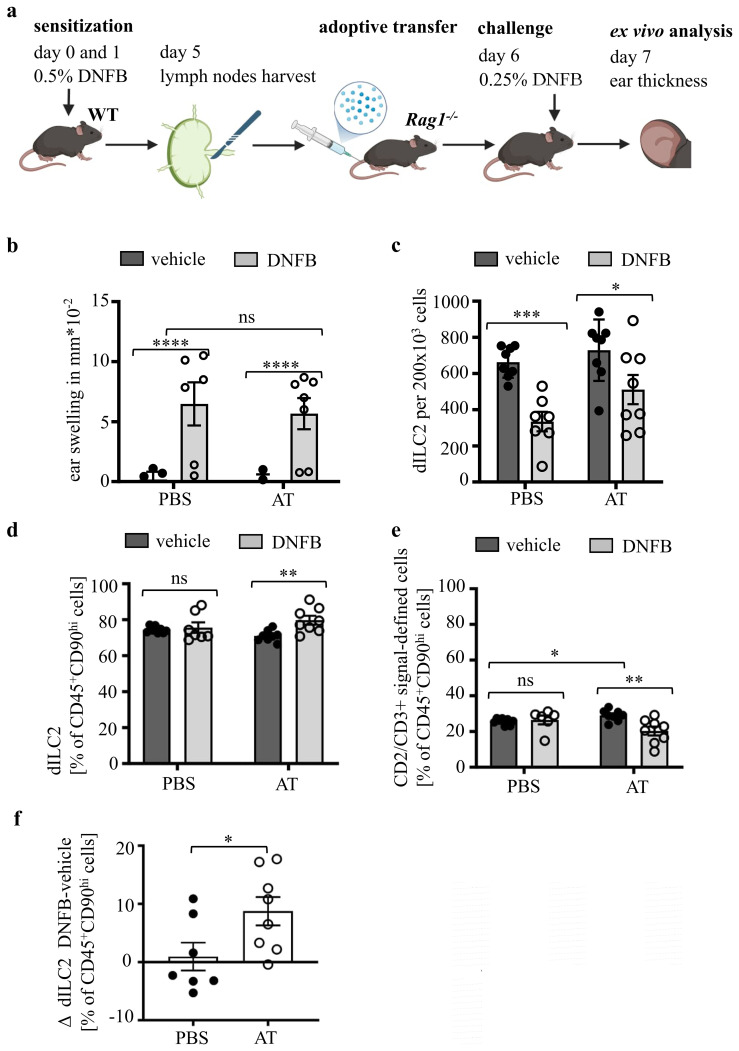
Short-term adoptive transfer of sensitized WT lymphocytes does not restore WT-like DNFB-induced inflammation but modifies the CD45^+^CD90hi lymphoid compartment in *Rag1^-^/^-^* mice. **(A)** Schematic representation of study design of adoptive transfer (AT) of lymphocytes into *Rag1*^-^/^-^ mice, created with BioRender. First, WT donor mice were sensitized with DNFB on days 0 and 1, as described previously. On day 5, lymphocytes were isolated from auricular, cervical and inguinal lymph nodes. Then, lymphocytes (2 × 10^7^)) were injected intravenously into non-sensitized *Rag1*^-^/^-^ recipient mice. 24 hours later, the ears were challenged with either DNFB or vehicle control. After 24h (corresponding to day 7), respectively, DNFB-induced ear inflammation was evaluated by measuring ear thickness and cellular analysis. **(B)** Ear thickness in vehicle and DNFB-treated ears in PBS mice (control) and AT mice. **(C)** Number of dILC2 in DNFB and vehicle treated ears of PBS- and AT-treated *Rag1*^-^/^-^ mice, per 200,000 measured cells. **(D)** Frequency of dILC2s among CD45^+^CD90hi cells in vehicle- and DNFB-treated ears of PBS- and AT-treated *Rag1^-^/^-^* mice. **(E)** Frequency of CD2/CD3 signal-defined cells among CD45^+^CD90hi cells in vehicle- and DNFB-treated ears of PBS- and AT-treated *Rag1^-^/^-^* mice. CD2 and CD3 were detected in a shared fluorescence channel; therefore, this analysis quantifies CD2/CD3 signal-defined cells and does not distinguish CD3^+^ T cells from CD2^+^ innate lymphoid or NK-lineage cells. **(F)** DNFB-induced change in the dILC2 fraction among CD45^+^CD90hi cells, calculated for each mouse as DNFB-treated ear minus vehicle-treated ear. Panels B–F show mean ± SEM of n = 7–8 mice per group, pooled from >3 independent experiments. Vehicle-versus-DNFB comparisons within the same experimental group were analyzed using paired two-tailed t-tests. Δ values in Panel F were compared between PBS- and AT-treated mice using an unpaired two-tailed Welch’s t-test.

We next assessed dILC2 numbers in vehicle- and DNFB-treated ears. In PBS-treated *Rag1*^-^/^-^ controls, DNFB challenge reduced dILC2 abundance, mirroring findings from **Figure 3**. Adoptive lymphocyte transfer resulted in a trend toward higher dILC2 numbers after DNFB challenge compared with PBS-treated *Rag1^-^/^-^* controls, but this difference did not reach statistical significance (511 ± 81 vs. 334 ± 54; p = 0.101), and the WT expansion pattern was not restored (**Figure 4C**).

To determine whether short-term AT nevertheless altered the composition of the CD45^+^CD90hi compartment, we reanalyzed dILC2 frequencies within this gate. In PBS-treated *Rag1^-^/^-^* mice, DNFB did not significantly change the dILC2 fraction among CD45^+^CD90hi cells, whereas AT-treated *Rag1^-^/^-^* mice showed a significant DNFB-induced increase in this fraction (**Figure 4D**). Direct comparison of the paired DNFB–vehicle changes further showed that the DNFB-induced shift toward dILC2s was greater in AT-treated mice than in PBS-treated controls (**Figure 4F**). This shift was accompanied by a reciprocal decrease in CD2/CD3 signal-defined cells among CD45^+^CD90hi cells after DNFB challenge in AT-treated mice (**Figure 4E**). Because CD2 and CD3 were detected in a shared fluorescence channel, this analysis cannot distinguish transferred CD3^+^ T cells from endogenous CD2^+^ innate lymphoid or NK-lineage cells. Nevertheless, these data indicate that short-term AT measurably altered the DNFB-induced composition of the CD45^+^CD90hi lymphoid compartment, although it did not restore WT-like ear swelling or the absolute dILC2 expansion observed in WT mice.

### Rag1-deficient dILC2s display an activated, apoptosis-prone, proliferative phenotype

Given the impaired dILC2 expansion during CHS in *Rag1*^-^/^-^ mice, we next examined activation and stress responses at the single-cell level. Following DNFB challenge and ex vivo PMA/ionomycin stimulation, WT dILC2s segregated into CD44^lo^ and CD44^hi^ subsets, consistent with previously described (10) nILC2- and iILC2-like states (**Figure 5A**). In contrast, Rag1^-^/^-^ dILC2s predominantly exhibited a CD44^hi^ phenotype, indicating a shift toward an inflammatory activation state.

**Figure 5:**
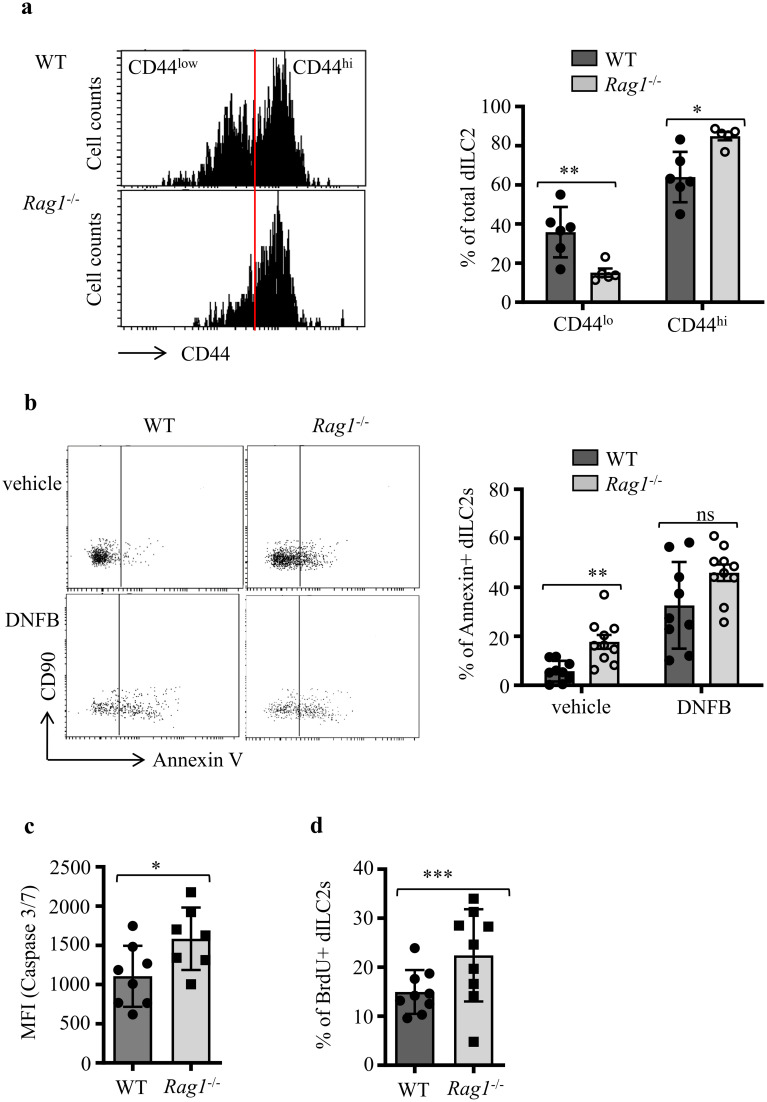
*Rag1^-^/^-^* dILC2s display an activated, apoptosis-prone, and proliferative phenotype. **(A)** Representative flow cytometry plots and corresponding quantification of CD44 expression in dILC2 of WT (upper gate) or *Rag1*^-^/^-^ (bottom gate) mice in DNFB treated ears after PMA/ionomycin activation. **(B)** Flow cytometry plots and corresponding quantification of Annexin V positive dILC2 in WT and *Rag1*^-^/^-^ mice in vehicle and DNFB-treated ears. **(C)** MFI of caspase 3/7 cleavage products of dILC2s from WT and *Rag1*^-^/^-^. **(D)** Percentage of BrdU positive dILC2 from WT and *Rag1*^-^/^-^ mice. For **(A)**, n=5 (*Rag1*^-^/^-^) or n=6 (WT) mice from two independent experiments were used. For **(B)**, n=9 (WT) or n=10 (*Rag1*^-^/^-^) of 3 independent experiments were used. For **(C)**, n=7–8 mice of three independent experiments were used. For **(D)** n= 7 (*Rag1*^-^/^-^) or n=9 (WT) mice of three independent experiments were used. For statistics, unpaired *t*-tests were used.

We then assessed apoptotic susceptibility. Early apoptosis, measured by Annexin V staining two hours after DNFB exposure, was increased in both genotypes; however, vehicle-treated *Rag1*^-^/^-^ dILC2s showed significantly higher baseline apoptosis compared with WT (18% ± 9 vs. 5.7% ± 4; p = 0.002) (**Figure 5B**). Consistently, *Rag1*^-^/^-^ dILC2s displayed elevated caspase-3/7 cleavage products (**Figure 5C**; **Supplementary Figure 3A**), indicating heightened stress sensitivity under steady-state conditions. Finally, *in vivo* proliferation was assessed by bromodeoxyuridine (BrdU) incorporation during CHS. *Rag1*^-^/^-^ dILC2s incorporated significantly more BrdU than WT cells (22.4% ± 3.1 vs. 14.9% ± 1.4; p = 0.047) (**Figure 5D**), demonstrating increased proliferative activity.

Together, these findings show that Rag1 deficiency is associated with a hyperactivated yet apoptosis-prone dILC2 phenotype with enhanced basal proliferation, providing a plausible cellular explanation for their altered behavior during cutaneous inflammation.

## Discussion

Group 2 innate lymphoid cells contribute to cutaneous immune homeostasis and type 2 immune responses, yet the mechanisms governing their development and functional diversification remain incompletely understood. Previous reports demonstrated that a subset of dILC2s expresses RAG1 during development and that RAG1-experienced cells differ from RAG1-naïve subsets (14, 16). In addition, RAG proteins have functions beyond V(D)J recombination, influencing genome integrity and cell survival (15, 16). Our findings extend these observations by showing that complete RAG1 deficiency results not only in increased dILC2 abundance but also in substantial transcriptional and functional alteration. These findings provide a skin-focused analysis of how Rag1 deficiency reshapes the dermal ILC2 compartment under homeostatic and inflammatory conditions and help explain why *Rag1^-^/^-^* mice display a distinct dILC2 state compared with WT mice.

We first confirmed earlier reports that *Rag1*^-^/^-^ mice exhibit markedly elevated numbers of dILC2s compared with WT controls (5, 11, 14). RNA sequencing revealed broad transcriptional alterations in *Rag1*^-^/^-^ dILC2s, with 1,209 genes upregulated and 1,294 downregulated relative to WT dILC2s. 

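In the deposited counts, 679 genes were higher and 411 lower in *Rag1*-/- than in WT dILC2s (edgeR's quasi-likelihood test), so that 62.3% of the genes past the threshold were higher. Their median log2 fold changes were 1.69 and -1.48. With DESeq2 the numbers were 1197 and 1256, or 48.8% higher, and 654 of the higher and all 411 of the lower genes were shared. With the leukocyte genes used for scaling, 16 genes were higher and 13177 lower.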

Several pathways associated with cytokine signaling, proliferation, plasticity, and apoptosis were enriched, consistent with previously reported roles of RAG1 in regulating lymphocyte fitness and genomic stability (15). Although RNA-seq does not always correlate with protein abundance, we validated increased expression of IL-7Rα and Thy1 – two key regulators of ILC2 survival and activation – on *Rag1*^-^/^-^ dILC2s. These findings align with prior studies demonstrating that IL-7 is essential for ILC2 development and persistence (2, 17), and that JAK/STAT pathway components, including JAK3, support ILC2 survival and effector functions (18, 19). Together, our transcriptomic and phenotypic data indicate that RAG1 deficiency enhances signaling networks that promote dILC2 proliferation while also predisposing cells to apoptotic stress. In addition to activation- and cytokine-signaling-associated transcripts, *Rag1^-^/^-^* dILC2s also showed increased expression of selected tissue-homeostasis- or repair-associated transcripts, including Areg, Il9 and Tgfb1. This supports a mixed transcriptional state rather than a purely pro-inflammatory activation program.

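A list of 20 proliferation genes, written before the counts were examined, had a median log2 fold change of -0.02 in *Rag1*-/- dILC2s (adjusted p = 0.959, limma's camera), and none of the genes passed the threshold. *Mki67* (chromosome 7 of GRCm38, 135689788 to 135716379) had 150 ± 17.0 CPM in WT (SD, n = 3) and 121 ± 65.8 CPM in *Rag1*-/- dILC2s (SD, n = 2), a difference within the spread of the libraries (log2 fold change -0.32, standard error 0.34, adjusted p = 0.617 from edgeR's quasi-likelihood test). All 23 genes of the apoptosis set (Figure 2I) had a positive log2 fold change, with a median of 1.46, and 13 passed the threshold. The paper drew these genes for their regulation in the same libraries, unlike the proliferation list, so that the 2 medians cannot be set against each other. After scaling on the leukocyte genes their median was -0.48 and none passed. The same scaling, under which all genes shifted by a median of -2.08, gave a median of -2.20 for the proliferation list and -2.46 for *Mki67* (adjusted p = 0.00335, edgeR), past the threshold as lower.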

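*Areg* (chromosome 5 of GRCm38, 91139599 to 91148432) had 65.4 ± 28.1 CPM in WT (SD, n = 3) and 268 ± 15.5 CPM in *Rag1*-/- dILC2s (SD, n = 2), a log2 fold change of 2.03 (standard error 0.38, adjusted p = 0.0349 from edgeR's quasi-likelihood test). *Tgfb1* (chromosome 7, 25687002 to 25705077) had 131 ± 27.8 CPM in WT (SD, n = 3) and 502 ± 45.9 CPM in *Rag1*-/- dILC2s (SD, n = 2), a log2 fold change of 1.94 (standard error 0.24, adjusted p = 0.0306, edgeR). *Il9* (chromosome 13, 56479277 to 56482246) had 1 count over the WT libraries, and 9 counts in *Rag1*-/- pool 2 and 0 in *Rag1*-/- pool 7. It fell below the filter on low counts, and without the filter its adjusted p-value was 0.103 (log2 fold change 5.19, standard error 2.00, edgeR). Scaled on the leukocyte genes, the log2 fold changes were 0.16 for *Areg* (adjusted p = 0.825) and -0.07 for *Tgfb1* (adjusted p = 0.926, edgeR for both).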

Our dataset also revealed increased gene expression of ILC1- and ILC3-associated cytokines, including *Il17a, Il17f, Il22*, and *Ifng*. Such functional transitions have been described in mucosal and inflammatory environments (20) and can be driven by IL-23 and IL-1β, which promote T-bet expression and facilitate ILC2-to-ILC1 conversion while preserving certain type 2 effector functions (20). 

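*Il17f* (chromosome 1 of GRCm38, 20777146 to 20790617) had 39, 25 and 17 counts in WT pools 5, 6 and 13 and 317 and 580 counts in *Rag1*-/- pools 2 and 7, a log2 fold change of 5.23 (standard error 0.50, adjusted p = 0.0306 from edgeR's quasi-likelihood test). *Il22* (chromosome 10, 118204942 to 118210047) had 23, 1 and 16 counts in WT and 188 and 262 counts in *Rag1*-/- dILC2s, a log2 fold change of 5.35 (standard error 0.94, adjusted p = 0.0309, edgeR). *Ifng* (chromosome 10, 118441047 to 118445892) had 5, 8 and 0 counts in WT and 54 and 40 counts in *Rag1*-/- dILC2s, a log2 fold change of 4.99 (standard error 1.13, adjusted p = 0.0492, edgeR) that was not past the threshold with the RLE scaling (adjusted p = 0.0507), library size alone (0.051), the gene length offset (0.0564), limma on the deposited signal (0.0618) or any one WT pool left out (0.113 to 0.126), and was with DESeq2 (adjusted p = 4.28e-05). *Il17a* (chromosome 1, 20730905 to 20734496) had 5, 23 and 13 counts in WT and 124 and 46 counts in *Rag1*-/- dILC2s. Its log2 fold change of 4.44 did not pass (standard error 1.06, adjusted p = 0.0549, edgeR) and passed with DESeq2 (adjusted p = 5.28e-05). Scaled on the leukocyte genes, the log2 fold changes were 3.00 for *Il17f*, 3.06 for *Il22*, 2.95 for *Ifng* and 2.59 for *Il17a*, with adjusted p-values of 0.000876, 0.00172, 0.01 and 0.00891 (edgeR). With *Rag1*-/- pool 2 left out, the scaled log2 fold change of *Il17a* was -0.035. A list of 11 ILC3 genes had a median log2 fold change of 2.54, and 0.70 after scaling on the leukocyte genes. The deposited labels describe the *Rag1*-/- libraries as type 3 innate lymphoid cells, unlike the WT libraries. The counts cannot separate a change within dILC2s from a difference in the cells sorted.

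**Figure D3:**
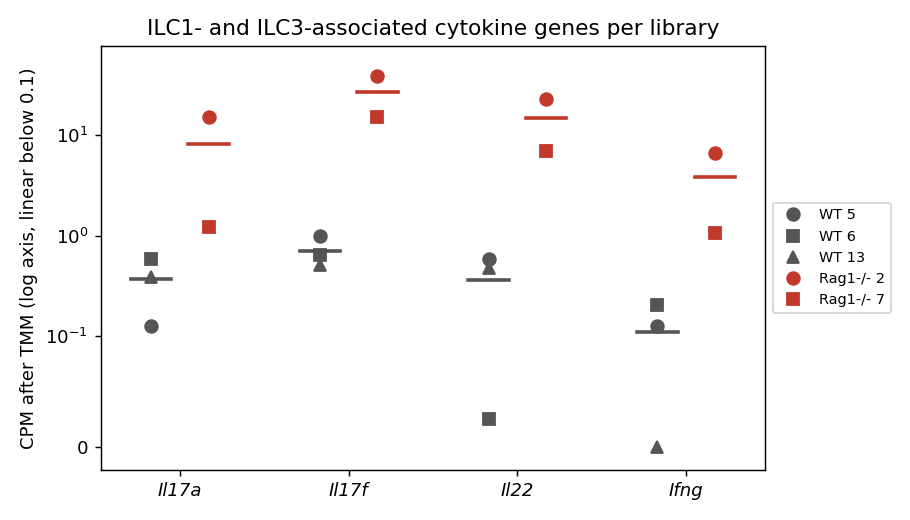
CPM after TMM scaling for 4 cytokine genes, on a log axis that is linear near 0, with a point for each library (WT in grey, *Rag1*-/- in red) and lines at the group means. Both *Rag1*-/- libraries sit above all WT libraries in each gene, and *Rag1*-/- pool 2 sits above *Rag1*-/- pool 7.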

Elevated transcriptional signatures for IL-23 signaling in *Rag1*^-^/^-^ dILC2s are consistent with these prior observations (14). Although we did not perform protein-level cytokine profiling, these transcriptomic shifts support the concept that dILC2s in *Rag1*^-^/^-^ mice may adopt broader effector programs, possibly compensating for the absence of adaptive immunity.

To assess functional consequences of these RAG1-deficiency-associated differences, we examined responses to DNFB-induced CHS, a robust model of allergic contact dermatitis (21). While dILC2 depletion has been shown to exacerbate CHS in TNCB models (6), the role of dILC2s in DNFB-driven inflammation was unknown. *Rag1*^-^/^-^ mice exhibited significantly reduced ear swelling compared with WT mice, despite their higher steady-state dILC2 numbers. Importantly, WT mice expanded their dILC2 population after DNFB challenge, whereas *Rag1*^-^/^-^ mice showed a reduction in dILC2 abundance. Given that CHS responses depend on both innate and adaptive immunity (21–23), and that DNFB also induces irritant inflammation (21, 22), the attenuated phenotype observed in *Rag1*^-^/^-^ mice likely reflects a combination of impaired adaptive responses and altered dILC2 stress tolerance. The precise mechanisms linking the altered *Rag1^-^/^-^* dILC2 state to the attenuated CHS phenotype remain unresolved. Increased expression of type 2 cytokine genes such as Il13 may contribute to this altered tissue response, as IL-13 has been shown to reduce tissue damage and restrain inflammation in certain contexts, including some cutaneous inflammation models (24).

Adoptive transfer experiments provided a short-term test of whether sensitized WT lymphocytes can modulate *Rag1^-^/^-^* dILC2 responses during the elicitation phase. Short-term adoptive transfer of lymphocytes from DNFB-sensitized donors exerted only a modest, non-significant effect on absolute dILC2 numbers during the elicitation phase. IL-2, produced by adaptive lymphocytes and known to enhance ILC2 proliferation and effector function (5), may have contributed to the trend toward higher dILC2 numbers after transfer. However, the failure of short-term adoptive transfer to restore the WT phenotype suggests that the altered Rag1-deficient host context cannot be fully reversed during the elicitation phase alone and that longer-term immune reconstitution or developmental factors may contribute to the observed dILC2 phenotype.

Mechanistically, *Rag1*^-^/^-^ dILC2s displayed features consistent with altered activation thresholds and impaired stress resilience. Following DNFB challenge and ex vivo stimulation, *Rag1*^-^/^-^ dILC2s predominantly exhibited a CD44^hi^ phenotype, reminiscent of previously described inflammatory ILC2 subsets (10). These cells also demonstrated significantly higher baseline apoptosis and elevated caspase-3/7 activity, suggesting that loss of RAG1 increases their susceptibility to cell death under steady-state conditions. At the same time, *Rag1*^-^/^-^ dILC2s incorporated more BrdU *in vivo* than WT dILC2s, indicating enhanced proliferative activity. The simultaneous increase in proliferation and apoptosis suggests accelerated or dysregulated turnover and an unstable homeostatic equilibrium, which may explain why *Rag1^-^/^-^* mice show expanded dILC2 numbers at baseline but fail to mount a WT-like increase in absolute dILC2 abundance during CHS. Although our data demonstrate stable transcriptional and functional alterations of dILC2s in Rag1-deficient mice, we cannot fully disentangle cell-intrinsic effects from long-term imprinting by the lymphopenic tissue microenvironment. While the adoptive transfer experiments suggest that selected aspects of the phenotype can be modulated during the elicitation phase, incomplete immune reconstitution and altered cytokine milieus in Rag1-deficient hosts may still contribute to the observed effects. Thus, our findings are consistent with durable alteration of the dILC2 compartment in lymphopenic conditions rather than definitive proof of strict cell-autonomous regulation.

Several limitations should be considered. Cell sorting can affect gene expression (25), although WT and Rag1^-^/^-^ samples were processed identically, minimizing genotype-specific bias. Because transcriptomic analyses were performed on sorted dILC2 populations, residual heterogeneity or minor contamination by rare cutaneous lymphoid populations cannot be fully excluded. Transcriptomic analysis required pooling of rare sorted dILC2s to obtain sufficient cell numbers and was performed with limited biological replication. Therefore, the breadth of transcriptional remodeling should be interpreted as hypothesis-generating and was supported by selected protein-level validation where possible. Not all transcriptomic differences were reflected at the protein level, underscoring the need for functional validation. In addition, adoptive transfer experiments did not resolve which lymphocyte subsets modulate dILC2 responses. Moreover, the adoptive transfer experiment did not include a CD3-specific recipient-side engraftment control. Because CD2 and CD3 were acquired in a shared fluorescence channel, the retrospective CD2/CD3 analysis cannot distinguish transferred CD3^+^ T cells from endogenous CD2^+^ innate lymphoid or NK-lineage cells. Accordingly, the present findings are hypothesis-generating and warrant further mechanistic studies. These data suggest that *Rag1^-^/^-^* mice should not be considered immunologically neutral hosts for studies of dermal ILC2 biology, because the dILC2 compartment itself is altered in Rag1-deficient, lymphopenic conditions.

In conclusion, Rag1 deficiency is associated with a distinct dermal ILC2 state characterized by durable transcriptional and functional alteration, abnormal dILC2 dynamics during contact hypersensitivity, and attenuated cutaneous inflammation. These findings indicate that skin inflammation phenotypes in Rag1-deficient mice should be interpreted in light of an altered dermal ILC2 compartment.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE317014<.

# Supplementary material for: RAG1 deficiency durably alters dermal group 2 innate lymphoid cells and modifies contact hypersensitivity
**Source:** Front Immunol. 2026 Jul 20;17:1859649. doi: 10.3389/fimmu.2026.1859649
**Supplement:** Supplementary file 1

Supplementary Figure 1

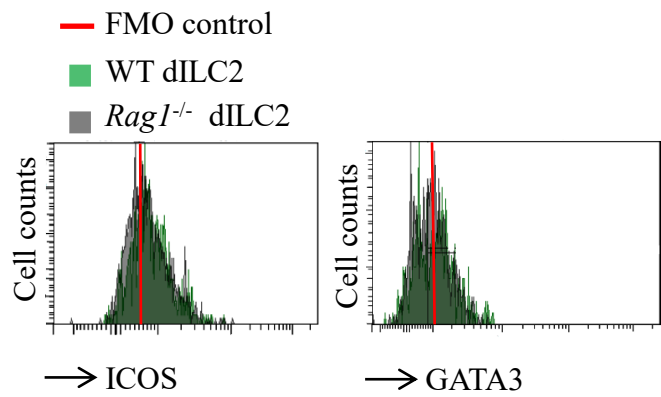

The expression of ICOS and GATA3 in dILC2 of WT and *Rag1*<sup>-/-</sup> was investigated by flow cytometry. Red line indicates cut-off of FMO control.

Supplementary Figure 2

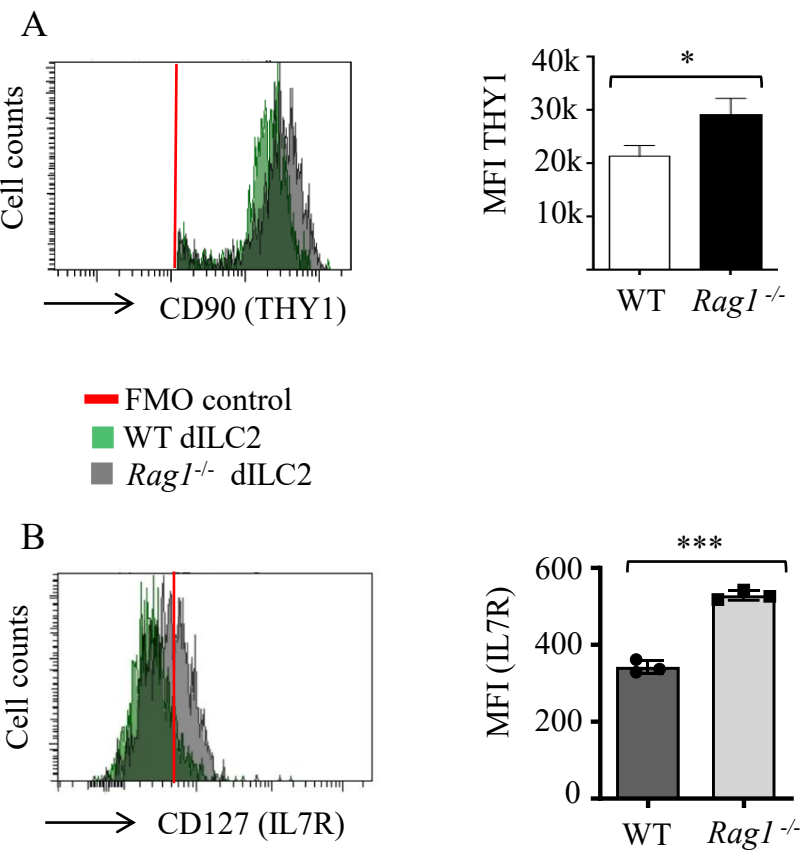

The expression of THY1 (CD90) (A) and IL7R (CD127) (B) in the dILC2 of *Rag1*<sup>-/-</sup> and WT mice was investigated by flow cytometry (right panels). Red line indicates cut-off of FMO control. Panel A and B represent mean ± SEM (n=3).

### Supplementary Figure 3

A

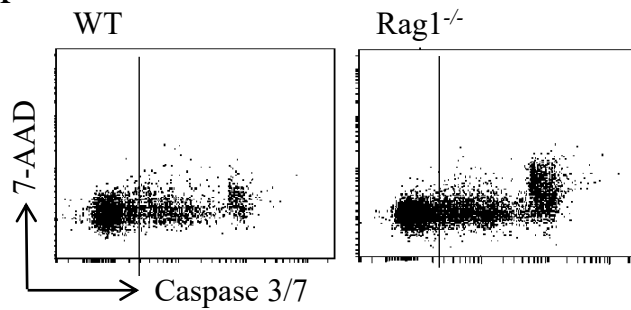

B

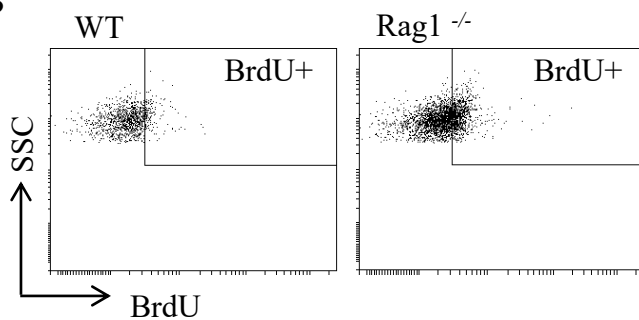

Representative flow cytometry dot plots show caspase 3/7 cleavage (A) and BrdU incorporation (B) of dILC2s from WT and *Rag1*<sup>-/-</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

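RNA of sorted dermal ILC2s was sequenced by the authors in 5 libraries, 3 WT pools of 10 mice and 2 *Rag1*-/- pools of 9 mice by the paper. The authors aligned the reads to GRCm38 with STAR, counted them on genes with featureCounts, and deposited the counts per gene without normalization. They also deposited a normalized signal per gene symbol. From its values, this signal is the count multiplied by the inverse of a median-of-ratios size factor (0.704, 0.697 and 0.818 for WT pools 5, 6 and 13, and 3.25 and 0.721 for *Rag1*-/- pools 2 and 7), rounded to whole numbers and rescaled by a step between 0.987 and 0.989, with 136 repeated symbols left out. The raw counts were the input of every main result. The paper and the deposited labels name different releases of the annotation, both on GRCm38. Of 47187 genes with an entry in GENCODE M21 on the same build, 99.95% overlapped it on the same chromosome.

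Libraries were assigned to genotypes from the labels and the paper, and no library was left out. The total counts ranged from 32939428 to 39477243 in WT (median 38796193) and were 8050562 and 38922750 in *Rag1*-/- libraries. Counts at or under 3 were taken as the smallest the depth can show, which covers counting error only. The genotypes were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment), and genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. Standard errors were obtained from the log2 fold change and the F statistic. The groups share no replicate numbers, so no block was fitted. Lists of marker genes of 18 kinds, among them 38 leukocyte and 32 keratinocyte genes, were tested with camera of limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM with a prior count of 2. Principal components were taken from the 500 most variable genes. The test was checked on simulated counts of 19011 genes with the means, depths and dispersions of the libraries and 200 changed genes. edgeR recovered 174 of them with 5 false calls, and DESeq2 recovered 181 with 23 false calls. The simulated changes were larger than the median log2 fold changes of the genes called here (1.69 and -1.48), and their noise was independent between genes. The simulation therefore cannot decide which tool's number of genes is right for these libraries.

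The genes named are those the text names from the RNA-seq, those printed in Figure 2, marker genes, and the 5 higher and 5 lower genes with the smallest adjusted p-value whose groups do not overlap. The alternatives were DESeq2 1.42.0 with and without a prior on the fold change, limma on the deposited signal with a pseudocount of 1, RLE scaling, library size alone, scaling on the leukocyte genes, no filter, at least 10 counts in every library, the adjusted p-value alone, a test against a log2 fold change of 1, a robust fit, an offset for gene length, and each library left out in turn. DESeq2 on the whole numbers behind the deposited signal and thinning of all libraries to 8050562 counts were added after the data were seen. The enrichment analyses of Gene Ontology and KEGG terms were not run, since no term database was used here. Flow cytometry and contact hypersensitivity data were not analysed here.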

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

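The tests on exchanged labels, on the leukocyte genes as a background for ILC2 genes and on Y-linked genes were chosen after the result was seen. The tests on GC content, on chromosomes X and Y and on thinned libraries were added after the counts were examined and before their own results were seen, and the others were chosen before the counts were examined.

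Genes expressed by all leukocytes, which the paper does not report on, were higher in the libraries labelled *Rag1*-/-, with a median log2 fold change of 1.93 over 37 genes (camera, adjusted p = 4.74e-18, range over the alternatives 2.37e-23 to 0.124). The highest of these values came from the self-contained fry test, under which the list did not pass. Over the same comparison, 32 keratinocyte genes had a median of -1.47. More RNA of epidermal cells in the WT pools would give this pattern, so that this technical explanation remains for these lists. The pattern itself is no separate test of it, and Figure 2B already showed epidermal genes lower. Epidermal RNA alone would also raise the lists of other cells. The fibroblast (0.081), endothelial (-0.483), myeloid (-0.036) and mast cell (-0.722) lists did not rise, which argues against epidermal RNA alone for their genes. The T cell (1.23), NK and ILC1 (1.78) and ILC3 (2.54) lists rose. Scaled on the leukocyte genes, 13 of the 679 genes higher in *Rag1*-/- libraries stayed past the threshold. This number follows largely from the shift of all genes by -2.08, against a median of 1.69 for the higher genes, and cannot tell the explanations apart. The rule written before, that fewer than 50% of them stay, was met, and was set aside for this reason after the result was seen. A purity axis that also ran between the WT pools would make their differences run along the genotype difference. The mean Pearson r was -0.19 across genes (genes are not independent replicates), under the limit of 0.3 in size that was set, but this does not rule such an axis out. The sign depends on which pool is subtracted, and r was -0.275 and -0.239 for WT pool 5 less another WT pool, the direction of such an axis. WT pool 5 had 0.148% of its counts in leukocyte genes and 3.92% in keratin genes, against 0.326% and 2.99% in WT pool 6 and 0.325% and 2.58% in WT pool 13. ILC2 genes rose by a median of 1.77, not above the leukocyte genes (difference -0.15, one-sided permutation p = 0.895). Their rise cannot be told apart from that of the leukocyte list. Not all immune lists shifted together, since the myeloid, mast cell and B cell (-0.725) lists did not rise. A difference in purity may itself follow from biology, since the paper reports a larger dILC2 fraction in *Rag1*-/- skin, and the paper states that both genotypes were handled in the same way. The counts cannot separate a purer sort from a change within dILC2s.

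Other technical explanations were tested on the comparison of genotypes. Over the genes tested, Spearman's rho of the log2 fold change was -0.031 with transcript length and 0.095 with GC content. The median total count of WT was 1.65 times that of *Rag1*-/- libraries, with overlapping totals, and 788 of the 1090 genes were called after thinning to the shallowest library. The 10 highest genes took 1.40 percentage points more of the counts in WT. Genes on chromosomes X and Y were not over-represented (one-sided Fisher's exact p = 0.977). Of the 10 splits of the 5 libraries into 2 and 3, 1 gave as many genes, the genotypes themselves. The other splits gave 0 genes, with 133 to 1688 genes at an unadjusted p-value under 0.05, but 10 splits cannot give a share under 0.1. *Rag1*-/- pool 7 lay 20.9 from the nearest WT library on the first principal component, nearer than to the other *Rag1*-/- pool, so that a mislabelled sample was not ruled out by position.

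*Rag1* had 5 counts in *Rag1*-/- pool 2 and 48 in *Rag1*-/- pool 7, in CPM above every WT library, a signal the paper does not report on. If a label had been exchanged, a library labelled *Rag1*-/- would hold transcripts of the rearranging segment *Tcrg-V5* at the level of WT. Its highest CPM in a *Rag1*-/- library was 0.292 times that of the lowest WT library, which speaks against an exchange, but the test rests on the segment chosen. *Trbv16* had 23.42 CPM in *Rag1*-/- pool 2, 0 in *Rag1*-/- pool 7 and 0.407 or less in WT, and *Trdv4* had 43.63 and 30.23 CPM in *Rag1*-/- and 26.4 or less in WT libraries. What the transcripts are was not tested, and no biological explanation was tested.

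*Ddx3y*, a Y-linked gene, had 2217, 5839 and 5656 counts in WT pools 5, 6 and 13 and 3322 in *Rag1*-/- pool 7, although the paper describes female mice. Reads of its X-linked copy would appear in every library, and *Rag1*-/- pool 2 had 0 counts. *Xist* was present in all 5 libraries, so that reads of X-linked copies are not the source and the 4 pools may have held cells of both sexes. The design gives no sex per pool, and no biological explanation was tested.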

How the results depend on the processing

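The alternatives were set before the data were examined, apart from thinning, DESeq2 on the whole numbers behind the deposited signal and the settings of the cytokine and receptor genes, which were chosen after seeing the data. The cause of each change was not tested unless a value is given for it.

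The number of genes past the threshold was 1090 (679 higher, 411 lower). It was 2453 (1197 and 1256) with DESeq2, 2325 (1132 and 1193) with a prior on the fold change, 2645 (1157 and 1488) without a filter, and 2519 (1214 and 1305) with DESeq2 on the whole numbers behind the deposited signal. With at least 10 counts in every library, the number was 1497 (856 and 641). No gene passed a test against a log2 fold change of 1, with 1635 genes at an unadjusted p-value under 0.05. Scaling on the leukocyte genes gave 13193 genes (16 and 13177) and shifted the median of all genes by -2.08, which accounts for the direction of these calls. The share of higher genes was 62.3%, 48.8% with DESeq2, 43.7% without a filter and 0.121% with this scaling. RLE scaling, library size alone, limma on the deposited signal, the adjusted p-value alone, the robust fit, the length offset and thinning gave between 995 and 1192 genes. From 0 to 0 genes passed across the 3 fits that each left out a WT library, in total and in either direction, with 3521 to 3874 genes at an unadjusted p-value under 0.05. With a *Rag1*-/- library left out, 1 library remained in that group, and numbers of genes could not be given.

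The first principal component held 60.6% of the variance over all genes and 75.4% after a variance-stabilizing transformation. Scaling on the leukocyte genes left 0 genes past the threshold in Figures 2C, 2D, 2I and 2J (medians 0.17, 0.36, -0.48 and 0.88) and gave 2 in 2G and 4 in 2H, higher in *Rag1*-/-, 6 in 2K (3 higher, 3 lower) and 11 in 2L (1 higher, 10 lower, against 13 and 5 before), with medians of -0.056 in 2G and -0.769 in 2L. DESeq2 called 12 genes in 2C and 6 in 2D. It called every gene of 2G (36), 2H (33), 2I (23), 2J (7), 2K (14) and 2L (25). Leaving out a WT library gave from 0 to 0 genes in each of these panels. The cytokine and receptor genes higher in *Rag1*-/- numbered 34, 55 with DESeq2 and 4 with the leukocyte scaling. Those lower numbered 6, 14 and 82.

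Scaled on the leukocyte genes, the log2 fold changes of *Il4ra*, *Il7r*, *Thy1*, *Gata3*, *Tgfb1* and *Jak3* reversed with the shift of all genes, to -0.80, -0.097, -0.14, -1.097, -0.067 and -0.014. The 25 named genes that were tested kept their direction in the other settings in which they had a value. With at least 10 counts in every library 21 had one, and 24 after thinning. Of the 25 genes, 19 were past the threshold in the main fit, and all 19 fell short of it with any given WT library left out. The others had not passed in the main fit.

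The fry test, which compares a list with no change and not with other genes, left the leukocyte (1.93), keratinocyte (-1.47), hair follicle (-1.19), endothelial (-0.483), mast cell (-0.722), T cell (1.23) and ILC2 (1.775) lists short of the threshold. Scaling on the leukocyte genes reversed the medians of the fibroblast (-2.06), T cell (-0.725), dendritic epidermal T cell (-1.91), NK and ILC1 (-0.241), ILC2 (-0.066) and *Xist* (-1.81) entries, left the endothelial (-2.71) and mast cell (-2.76) lists short of the threshold, and put the male-specific genes (-3.38) past it. With at least 10 counts in every library, the B cell list had 0.106 and the mast cell list -0.645. Across the 5 fits that each left out a library, the medians ran from -2.26 to -0.936 for keratinocyte, -1.66 to -0.976 for hair follicle, -0.143 to 0.200 for fibroblast, -1.35 to -0.105 for endothelial, -0.795 to -0.165 for melanocyte, -1.27 to -0.195 for mast cell, -1.03 to 0.637 for myeloid, 0.953 to 1.77 for T cell, -0.045 to 0.295 for dendritic epidermal T cell, -0.128 to 0.084 for proliferation, -0.670 to -0.116 for early response, -0.645 to 1.14 for *Xist* and -7.84 to -0.599 for the male-specific genes. The leukocyte median stayed between 1.65 and 2.13 in these fits.

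The smallest level the depth can show was 0.373 CPM in *Rag1*-/- pool 2 and 0.0911 CPM or less in the other libraries.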

Differences from the paper's values

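The paper gives 2503 genes past the threshold, and 1090 were found here. Of the alternatives set before the data were examined, DESeq2 (2453), DESeq2 with a prior on the fold change (2325) and no filter (2645) came within 1.5 times of the paper's number, and DESeq2 is the tool the paper names. The others did not. For genes higher in *Rag1*-/- dILC2s, the paper gives 1209 and 679 were found. DESeq2 (1197), its prior (1132), no filter (1157) and at least 10 counts in every library (856) came within 1.5 times, and the others did not. For genes lower in *Rag1*-/- dILC2s, the paper gives 1294 and 411 were found. DESeq2 (1256), its prior (1193) and no filter (1488) came within 1.5 times, and the others did not. DESeq2 on the whole numbers behind the deposited signal, chosen after seeing the values, gave 2519, 1214 and 1305 genes.

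The paper names *Il2ra*, *Il7r*, *Icos* and *Il17a* as higher in *Rag1*-/- dILC2s, and their adjusted p-values were 0.0533, 0.0746, 0.0509 and 0.0549 (edgeR). All 4 passed with DESeq2, with its prior and without a filter, and with DESeq2 on the whole numbers behind the deposited signal, chosen after seeing the values. *Il2ra* and *Icos* also passed with at least 10 counts in every library and, chosen after seeing the values, with thinning. *Il17a* also passed with the leukocyte scaling. The paper names *Il9* as higher, but it fell below the filter, and DESeq2 gave it no adjusted p-value. Without the filter *Il9* did not pass (adjusted p = 0.103, edgeR). The paper lists proliferation among the enriched pathways. The proliferation genes examined here had a median log2 fold change of -0.02, with 9 of 20 positive. They are a separate list and the enrichment was not rerun, so that this median does not decide the paper's result.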

Other observations

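The tests on the cytokine genes were chosen after the result was seen.

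*Il17a*, *Il17f*, *Il22* and *Ifng* were 4 of the 16 genes that were higher in *Rag1*-/- libraries after scaling on the leukocyte genes. The hypothesis was that these genes rose within the leukocytes and not only with their share. A median as high was found in a share of 1e-04 of 10000 random sets of 4 genes of the same expression, the smallest share the draws can give, but the genes were singled out from their values, so that chance in their choice cannot be told apart. *Cd3e* fell relative to the leukocyte genes (log2 fold change -1.68). This scaling shifted all genes by a median of -2.08, so that the fall cannot speak against T cells in the *Rag1*-/- pools. Before scaling, *Cd3e* had 0.321 (adjusted p = 0.553, edgeR) and the T cell list a median of 1.23 (adjusted p = 0.0107, camera). After scaling, *Cd3g* did not fall (0.24, adjusted p = 0.74, edgeR) and the T cell list had a median of -0.725, so that the test also rests on the gene chosen. *Trbv16*, a T cell receptor segment, was also among the 16 genes, with counts in *Rag1*-/- pool 2 and none in *Rag1*-/- pool 7. Without *Rag1*-/- pool 2 the lowest of the 4 scaled log2 fold changes was -0.035, that of *Il17a*, so that the rise of *Il17a* rests on a single pool. The others were 2.35 for *Il17f*, 2.18 for *Il22* and 1.315 for *Ifng*. For these 3 genes a change within the sorted leukocytes may remain, as a hypothesis found and tested on the same data.

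The ILC3 list had a median log2 fold change of 2.54, and 0.70 after scaling on the leukocyte genes. The deposited labels describe the *Rag1*-/- libraries as type 3 and the WT libraries as type 2 innate lymphoid cells, whereas the paper describes dILC2s for both.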
